# Targeting Conserved Pathways in 3D Spheroid Formation of Diverse Cell Types for Translational Application: Enhanced Functional and Antioxidant Capacity

**DOI:** 10.3390/cells12162050

**Published:** 2023-08-11

**Authors:** Chia-Chi Chang, Shih-Sheng Jiang, Fang-Yu Tsai, Pei-Ju Hsu, Chen-Chan Hsieh, Li-Tzu Wang, Men-Luh Yen, B. Linju Yen

**Keywords:** three-dimensional (3D) spheroid formation, pluripotent stem cells, mesenchymal stem cells, cancer cells, cholesterol synthesis, cytoskeleton modification, antioxidant capacity

## Abstract

Three-dimensional (3D) in vitro spheroid/organoid culture increasingly appears to better mimic physiological states than standard 2D systems. The biological consequence of 3D spheroids, however, differs for different cell types: for pluripotent embryonic stem cells (ESCs), differentiation and loss of stemness occur, while the converse is true for somatic and cancer cells. Despite such diverse consequences, there are likely conserved mechanisms governing 3D spheroid formation across cell types that are unknown but could be efficiently targeted for translational application. To elucidate such processes, we performed transcriptome analysis with functional validation on 2D- and 3D-cultured mouse ESCs, mesenchymal stromal/stem cells (MSCs), and cancer cells. At both the transcriptomic and functional levels, 3D spheroid formation resulted in commitment towards known cell-specific functional outcomes. Surprisingly in all cell types, downregulation of the cholesterol synthesis pathway was found during 3D spheroid formation, with modulation concomitantly affecting 3D spheroid formation and cell-specific consequences; similar results were seen with human cell types. Furthermore, improved antioxidant capacity after 3D spheroid formation across cell types was further enhanced with modulation of the pathway. These findings demonstrate the profound cell-specific consequences and the translational value of understanding conserved mechanisms across diverse cell types after 3D spheroid formation.

## 1. Introduction

In vitro mammalian cell culture is an indispensable tool for dissection of normal and pathological biological processes and mechanisms. As invaluable as the traditional 2-dimensional (2D) in vitro cell culture has been, this system has many limitations including the inability to mimic cell–cell and cell–extracellular matrix (ECM) interactions or the metabolic processes of cells within organs/tissues which are 3-dimensional (3D) in nature [1,2]. In fact, many studies have demonstrated that 2D in vitro cell cultures alter the cultured cell at both the genetic and epigenetic level, leading to genetic/chromosomal aberrations and functional phenotypes that drift away from its original state [3,4]. Thus, while 2D in vitro cell culture is convenient and cost-effective, its physiological relevance is increasingly being questioned. Emerging evidence demonstrates that 3-dimensional (3D) in vitro culture conditions may better reflect in vivo physiologic conditions [5,6,7]. Three-dimensional cell culture was first used to elucidate pluripotent stem cell (PSC) differentiation capacity and mechanisms [8,9] as well as to select for somatic stem cell populations, particularly for neural and mammary stem cells [10,11]. More recently, the ability to form spheroids in 3D culture conditions has been used to identify cancer-initiating cells or cancer stem cells [12,13]. As important as 3D in vitro culture systems has become, there is surprisingly scant information on uniformed pathways governing this capacity to retain viability and form spheroid structures in 3D non-adherent conditions among diverse 2D plastic-adherent cell types; such knowledge may be critical to further the understanding of functional outcomes which can likely improve therapeutic applications. Given the divergent biological consequences of 3D spheroid formation in different stem cell and somatic cell types, we were interested in finding unified mechanisms in regulation of 3D spheroid formation across highly diverse cell types including pluripotent stem cells, somatic stem cells, and cancer cells. Transcriptome analyses of 2D- and 3D-cultured mouse embryonic stem cells (ESCs), mesenchymal stem cells (MSCs), and cancer cells revealed that the cholesterol synthesis pathway was uniformly downregulated in all three cell types after 3D spheroid formation. Functional validation demonstrated that modulation of this pathway controlled 3D spheroid formation in murine as well as similar human cell types. Moreover, modulation of the cholesterol synthesis pathway modulated the functional outcome specific to each cell type and enhanced the stress response in all assayed cell types. Our findings, therefore, can be extrapolated to diverse stem cell and somatic cell types and likely have implications in improving the use of 3D in vitro culture systems to therapeutic use.

## 2. Materials and Methods

### 2.1. Cell Culture

All cell lines were obtained from American Type Culture Collection (ATCC; Manassas, VA, USA) and cultured as indicated by the manufacturer; all cell culture reagents were purchased from Thermo Fisher (Waltham, MA, USA) with the exception of leukemia inhibitory factor (LIF) (MilliporeSigma, Burlington, MA, USA) and mTeSR™1 (StemCell technologies, Vancouver, BC, Canada). Mouse ESCs (mESCs; CRL-1934) were cultured in DMEM-high glucose, 10% fetal bovine serum (FBS), 10^3^ U/mL LIF, 100 µM non-essential amino acids (NEAA), 1 mM sodium pyruvate, 2 mM L-glutamine, 75 μM β-mercaptoethanol, and 100 U/mL antibiotics. Murine MSCs, M210B4 (CRL-1972), were cultured in RPMI-1640, 10% FBS, and 100 U/mL antibiotics. Murine lung adenocarcinoma Lewis lung cells (LLCs; CRL-1642) were cultured in DMEM-high glucose, 10% FBS, and 100 U/mL antibiotics. Human iPSCs obtained from the Bioresource Collection and Research Center (BCRC; Hsinchu, Taiwan) were generated by Sendai Virus induction with all four Yamanaka factors into human peripheral blood mononuclear cells [14] and cultured in mTeSR™1. As previously described, placenta-derived MSCs (P-MSCs) were isolated from term human placenta tissue of healthy donors after obtaining informed consent, approved by the Institutional Review Board according to the Declaration of Helsinki guidelines [15], and cultured in standard MSC medium of DMEM-low glucose, 10% FBS, 2 mM L-glutamine, and 100 U/mL antibiotics [16]. The human lung adenocarcinoma cell line SK-MES-1 was cultured in DMEM-high glucose, 10% FBS, and 100 U/mL antibiotics. All human cells were handled following institutional biosafety guidelines.

### 2.2. Three-Dimensional Spheroid Formation

Three-dimensional spheroid formation was performed as previously reported [9,17,18]. Briefly, culture dishes (10 cm) were filled with 7 mL of 1.6% agarose (Focus Bioscience, Murarrie, QLD, Australia) dissolved in phosphate buffered saline (PBS) to prevent cell adhesion, and with seeding of 10^6^ cells per dish. Cell viability was detected with the Live/Dead staining assay (Thermo Fisher) and visually determined with confocal microscopy (Leica Microsystems, Wetzlar, Germany) [19]. Mevastatin, methyl-β-cyclodextrin (MβCD), cholesterol, blebbistatin, and cytochalasin D are all from MilliporeSigma. For inhibition, depletion, and repletion of cholesterol synthesis, mevastatin (10 mM), MβCD (150 mM), and cholesterol (30 mM) were used, respectively, according to previous reports [20,21]. For myosin II and F-actin polymerization inhibition, blebbistatin (10 mM) and cytochalasin D (2 mM) were used, respectively, according to previous reports [22,23]. Cells were cultured in 3D culture conditions and treated with the agents at the indicated concentrations (listed on Table S1) for 72 h. For H_2_O_2_ treatment, cells were treated using the same cell culture process described above, then 2D plastic-adherent cells and formed 3D spheroid would change cultured medium of each cell type with 500nm of H_2_O_2_ for 2 h [19]. Three-dimensional spheroids were visualized using a phase-contrast microscope (Olympus, Tokyo, Japan) and analyzed by ImageJ (version 1.53j, National Institutes of Health, Bethesda, MD, USA) [24]. Quantification was performed as previously reported [25,26] with average spheroid area obtained from counts using 9 fields for each experimental condition.

### 2.3. Cell Cycle Analysis

Cell cycle analysis was performed as previously reported [16]. Briefly, cells were harvested by HyQTase (Thermo Fisher) and washed with PBS. The pellets were then fixed in 70% ethanol for 1 h at room temperature, followed by incubation in 0.5 mL staining solution (0.1% Triton X-100 in PBS, 100 m g/mL RNase A, and 50 m g/mL propidium iodide (all from MilliporeSigma) at 37 °C for 20 min. The cell cycle distribution was analyzed by using FACSCalibur and drawn using CellQuest software (version 5.1, BD Biosciences, San Jose, CA, USA).

### 2.4. Gene Expression Microarray Experiments and Bioinformatics Analyses

Total RNA was isolated using RNeasy Mini Kits (Qiagen, Hilden, Germany), and the samples with A260/280 greater than 1.9 were then applied to reverse transcription. Gene expression profiles of obtained cDNA were examined with mouse Gene 2.0 ST array (Affymetrix, Santa Clara, CA, USA) performed by the core facility of the National Health Research Institutes (NHRI; Miaoli, Taiwan) according to standard operation procedures [27]. The raw intensities were processed by signal space transformation-robust multiple-array average (SST-RMA) normalization method. Fold-change calculations and principal component analysis (PCA) were performed by Partek Genomics Suite software (Chesterfield, MO, USA). Comparison of enriched pathways/biological processes were performed using gene set enrichment analysis (GSEA) [28], and Metascape [29]. The gene interaction networks were generated by Ingenuity Pathway Analysis (IPA; Qiagen). Microarray data generated in this study have been deposited to the NCBI GEO database. The accession number is GSE99942 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99942, accessed on 12 June 2017). Transcriptome data of human iPSCs (GSE116574), MSCs (GSE174619), and lung cancer (GSE142616) were obtained from a public database.

### 2.5. Real-Time RT-PCR (qPCR)

qPCR was performed as we previously reported [16]. Briefly, total RNA was extracted using TRI reagent (MilliporeSigma), quantified with NanoDrop spectrophotometer (Nyxor Biotech, Paris, France) and converted to cDNA by using RevertAid H Minus reverse transcriptase (Thermo Fisher). qPCR was performed using ABI PRISM 7500 system (Applied Biosystem, Foster City, CA, USA) with SYBR Fast qPCR kit (MilliporeSigma). Primer sequences are listed in Table S2. All reactions were performed in triplicate and normalized to glyceraldehyde 3-phosphate dehydrogenase (Gapdh).

### 2.6. Immunofluorescent Staining

Immunofluorescent staining for F-actin polymerization was performed as previously reported [30]. Spheroids were fixed with 4% paraformaldehyde (MilliporeSigma) for 10 min and permeabilized with 0.5% Triton-X 100 in PBS overnight. Cells were stained with rhodamine phalloidin (1:200; Thermo Fisher) and counterstained with 4′,6-diamidino-2-phenylindole (DAPI, 1:10,000; Thermo Fisher) for 3 h at room temperature. Staining was visualized using a confocal microscope (Leica TCS SP5). The immunofluorescent intensity of F-actin was analyzed by ImageJ.

### 2.7. Measurement of Cell Growth

Cell proliferation was determined by the MTT assay ((3-4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; MilliporeSigma) according to manufacturer’s instructions. Cells were plated into 24-well plates at an initial density of 10,000 cells/well. After attachment, cells were treated with mevastatin at the indicated concentration for 24 h. After treatment, cells were incubated with 500 μg/mL MTT for 2 h. Blue formazan was dissolved in DMSO, and the absorbance values were measured at 570 nm with a SpectraMAX 250 microplate reader (Molecular Devices, Sunnyvale, CA, USA). Cell viability was normalized as a percentage, compared to control wells.

### 2.8. Statistical Analysis

For comparisons between 2 groups (i.e., 3D vs. 2D), statistical analysis was performed with Student’s *t* tests. For comparisons of multiple conditions (i.e., 3D spheroid formation, qPCR, cell growth, cell cycle, and immunofluorescent staining), statistical analysis was performed with one-way ANOVAs. Results are expressed as mean ± SEM, and a *p*-value of <0.05 was set for significance.

## 3. Results

### 3.1. Diverse Cell Types Including ESCs, MSCs, and Cancer Cells All Have Spheroid-Forming Capacity in 3D In Vitro Culture

In 3D culture conditions (Figure 1A), we found that mouse ESCs, the MSC line M210B4 (MSCs), and the LLC cell line (lung cancer cells), one of the best published murine cancer cell lines, are all capable of spheroid formation (Figure 1B). To confirm cell viability after 3D spheroid formation, we performed live/dead staining and found negligible cell death for all three cell types cultured in either 2D or 3D conditions (Figure 1C). 

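Transcriptomes were measured in mouse ESCs, in MSCs (the bone marrow stromal line M210B4) and in Lewis lung cancer cells, each cultured for 3 days in 2D or as 3D spheroids. RNA of each cell type and culture was hybridized to 1 Affymetrix mouse Gene ST array, which gave 6 arrays. For 3D culture the paper gives dishes coated with 1.6% agarose and the sample labels give 1%. For the ESC medium the paper gives 75 µM β-mercaptoethanol and the labels give 71.4 µM. The paper states that intensities were normalized by SST-RMA, while the labels name RMA in Affymetrix Expression Console. The deposited values were log2 signals per probe set, with array medians between 3.12 and 3.27.
Of the probe sets, 23521 carried the symbol of 1 gene, and they covered 22180 genes. A gene with several probe sets was represented by the one with the highest mean signal over the 6 arrays. All differences are in log2 signal, 3D minus 2D. With 1 array per cell type and culture, differences within a cell type have no replicate error, and they describe these arrays only. The 3 cell types were the only replicates of the change from 2D to 3D, and limma tested the mean difference over the 3 pairs with the cell type as a block. On simulated data with 3 pairs, this test called 14% of the genes changed 2-fold and 92% of those changed 4-fold, so smaller changes could pass unseen. The planted changes were alike in every pair, so these shares do not hold for changes that differ between the cell types. In these arrays only 2 genes passed, and Cd68 (mean difference 3.22, adjusted p = 0.38, limma) did not.
Gene lists were fixed before the data were examined. Within a cell type, the median difference of a list was ranked among 10000 random lists of the same size, matched on mean signal, and given as a percentile. Across the 3 cell types, limma's camera with a preset correlation of 0.01 compared each list with all other genes, adjusted over 36 lists. No list passed with a correlation estimated from these arrays, and that adjusted p stands beside each call. That form of camera rests on 2 residual degrees of freedom. Its unadjusted p rose even where the estimated correlation lay below 0.01, as for macrophage markers (-0.12, from p = 0.074 to p = 0.21). A call lost there thus cannot tell correlated genes from too few arrays. Cholesterol synthesis (unadjusted p = 0.020) and G2/M genes (unadjusted p = 0.16) share an adjusted p of 0.43 in it.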

To elucidate the biological outcome of 3D spheroid formation in diverse cell types, we performed transcriptome analyses on these three different cell types in 2D and 3D culture conditions. Principal component analysis (PCA) of the transcriptomes of 2D- and 3D-cultured cells revealed that in vitro culture conditions induced a more profound overall gene expression shift in ESCs than the other two cell types (Figure 1D). 

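The ESCs moved farther between 2D and 3D than the MSCs or the cancer cells along the first 3 principal components. The distance between the 2D and the 3D array was 273 for ESCs, 72.1 for MSCs and 37.7 for cancer cells, so the ESC shift was 3.79 times that of the MSCs. Over all 5 components, the distances were 275, 245 and 214, and the ESC shift was 1.13 times that of the MSCs. The shifts of the MSCs and of the cancer cells thus lay mostly on the fourth and the fifth component, which carried 13.9% and 10.8% of the variance, against 38.9%, 18.9% and 17.4% for the first 3. The root mean square difference over all probe sets was 0.66 in ESCs, 0.64 in MSCs and 0.49 in cancer cells. Over the 22180 genes the order of ESCs and MSCs turned. The standard deviation of the differences was 0.55 in ESCs, 0.59 in MSCs and 0.40 in cancer cells. Across genes, the Pearson correlation of the differences was 0.05 between ESCs and MSCs, 0.14 between ESCs and cancer cells and 0.21 between MSCs and cancer cells. Over the 5545 genes with the highest mean signal, these correlations were 0.14, 0.37 and 0.34. Genes are not independent replicates, so these correlations carry no test. The components were computed from all probe sets scaled to unit variance. Along 3 components without scaling, the ESC shift was 1.85 times that of the MSCs, and with dim genes left out it was 1.61 times. With the values quantile normalized again it was 4.14 times.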

Previous studies demonstrate that 3D culture of many types of cells result in cell cycle arrest [13,31,32,33]. Our transcriptome analyses of 3D vs. 2D via gene set enrichment analysis (GSEA) revealed highly significant enrichment and downregulation of cell cycle pathways, E2F target (G1 phase) and G2/M checkpoint, in all three cell types after 3D culture conditions (Figure 1E). Similarly, Ingenuity Pathway Analysis (IPA)-based pathway analysis also demonstrated that cell-cycle-regulated genes were significantly downregulated in all three cell types after 3D spheroid formation (Figure 1F and Figure S1). 

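Genes of DNA replication were lower in 3D in each cell type. Genes of mitosis were lower in MSCs and in cancer cells, while in ESCs their median was within the range of random lists. Of 43 S phase genes, 39 were measured, and their median difference was -0.43 in ESCs, -1.01 in MSCs and -0.67 in cancer cells. Of 54 G2/M genes, 53 were measured, with medians of -0.32 in ESCs, -2.50 in MSCs and -0.64 in cancer cells. In MSCs, 25 of the S phase genes and 46 of the G2/M genes were lower by more than 1.7-fold, against 15 and 15 in cancer cells and 5 and 3 in ESCs. Cdc6, which loads the replicative helicase, differed by -1.16 in ESCs, -1.71 in MSCs and -0.97 in cancer cells. Clspn, a replication checkpoint mediator, differed by -0.73, -1.84 and -1.20 in the same order. Nuf2, a kinetochore protein, differed by -0.37 in ESCs, -3.63 in MSCs and -0.96 in cancer cells. Kif2c, a mitotic kinesin, differed by -0.52, -3.17 and -1.09. In ESCs, 12 of the G2/M genes were higher in 3D, and Nusap1, a spindle protein named here after its value was seen, was the 1 past the cutoff, at 0.98.
The S phase list ranked at percentile 0.61 in ESCs and below all random lists in MSCs and in cancer cells. The G2/M list ranked below all random lists in MSCs and in cancer cells, but at percentile 7.33 in ESCs, inside the central 95% of random lists. Across the 3 cell types both lists fell, by a mean of -0.73 for S phase genes (adjusted p = 9.2e-24, limma's camera) and of -0.99 for G2/M genes (adjusted p = 7.3e-25). For both, adjusted p = 0.43 with an estimated correlation. No single member passed over all genes tested, and adjusted over the list alone, 21 S phase genes and 27 G2/M genes were lower. Without the MSCs, the mean of the G2/M list was -0.39.

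**Figure D1:**
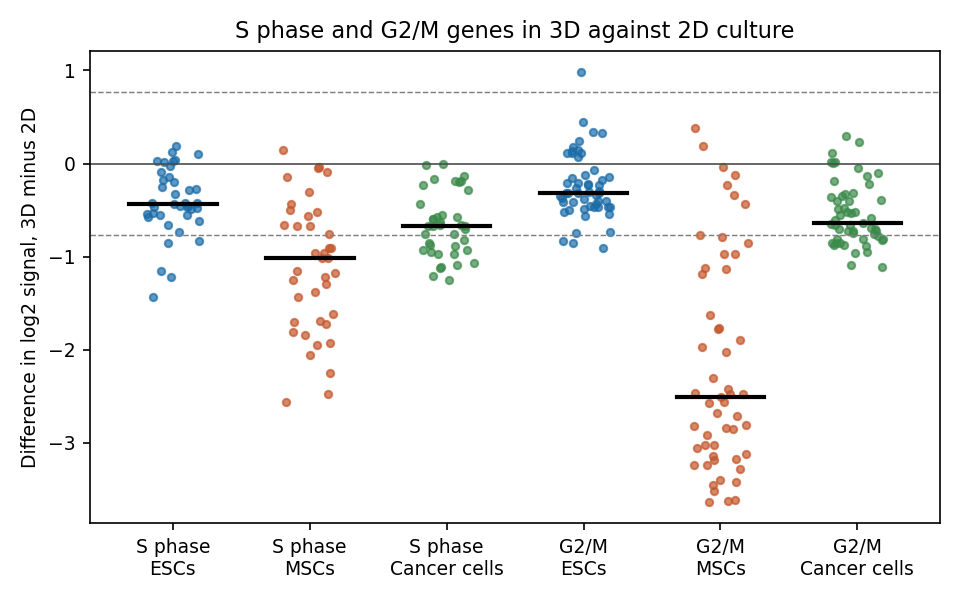
Differences in log2 signal, 3D minus 2D, of S phase and G2/M genes (points) in ESCs, MSCs and cancer cells, with the median of each list (bar) and the 1.7-fold cutoff (dashed lines). The median of the G2/M genes is -0.32 in ESCs, -2.50 in MSCs and -0.64 in cancer cells.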

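Most genes of the cell cycle network drawn in Figure 1F were lower in 3D. Of its 15 genes, 12 were measured, and 9 of them were lower in ESCs, 10 in MSCs and 11 in cancer cells. In ESCs their median of -0.31 ranked at percentile 19.2, within the range of random lists. The median was -0.79 in MSCs, below all random lists, and -0.45 in cancer cells, at percentile 0.07. Ccnb2, which encodes cyclin B2, differed by -0.31 in ESCs, -3.24 in MSCs and -0.86 in cancer cells. The phosphatase Cdc25c, which activates the mitotic kinase Cdk1, differed by -0.13, -3.18 and -0.70. Cdk1 itself differed by 0.34 in ESCs, -3.45 in MSCs and -0.49 in cancer cells. Gadd45b, a gene induced by stress, was higher in 3D in each cell type, by 1.98, 0.13 and 0.75. Across the 3 cell types the list fell by a mean of -0.60 (adjusted p = 0.00024, limma's camera; adjusted p = 0.43 with an estimated correlation). Without the MSCs, the mean was -0.24. Adjusted over the list alone, no member passed. The study chose these genes on these samples, so the list is not independent evidence of its direction.
Inhibitors of the cyclin-dependent kinases differed between the cell types. All 7 were higher in 3D in ESCs, with a median of 0.43 at percentile 98.6, and 4 were lower in MSCs, with a median of -0.54 at percentile 0.72. Cdkn1b, which encodes p27, differed by 1.16 in ESCs, 0.32 in MSCs and 0.16 in cancer cells. Cdkn2d differed by -2.15 and Cdkn2c by -1.28 in MSCs, while Cdkn1a, which encodes p21, was higher there by 1.44. Without dim genes, the median of the inhibitors in MSCs was -0.26. The difference between the cell types was not tested, and across them the list had a mean of -0.01 (adjusted p = 0.85). Among 693 Reactome pathways, the lowest p belonged to mitotic prometaphase, whose 92 measured genes fell by a mean of -0.61 (adjusted p = 8.1e-18; adjusted p = 0.82 with an estimated correlation).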

To validate the pathway analysis, cell counting demonstrated significant decreases in cell number after spheroid formation in all three cell types (Figure 1G). Further validation using flow cytometry analysis for cell cycle dynamics significantly increases in G1 cell cycle arrest and decreases in S phase in all three cell types after culturing in 3D conditions (Figure 1H). Taken together, downregulation of the cell cycle and decreased cell proliferation was seen after 3D spheroid formation across diverse cell types.

### 3.2. Three-Dimensional Spheroids of Diverse Cell Types Demonstrate Distinct and Biologically Relevant Transcriptomic Changes

To assess specific transcriptome level changes in each cell type brought about by 3D culture conditions, we analyzed changes in gene expression induced by culturing in 3D vs. 2D conditions. 

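Among genes brighter than the median in at least 1 array of the pair, the largest differences between 3D and 2D were as follows. In MSCs, Cnn1, which encodes the smooth muscle protein calponin, differed by -6.29, and Cd68, which encodes a lysosomal membrane protein, by 5.54. In ESCs, Pla2g1b, a secreted phospholipase, differed by -4.52. In cancer cells, Ranbp3l differed by -3.48 and Ifi204, an interferon-inducible gene, by 3.31. Past the 1.7-fold cutoff, 1545 genes were higher and 1716 lower in 3D in ESCs, 1618 were higher and 1216 lower in MSCs, and 630 were higher and 612 lower in cancer cells. This made 3261 genes in ESCs, 2834 in MSCs and 1242 in cancer cells, of 22180 genes, and 6169 genes in any of the cell types. Without replicates, these counts are not calls of a test. The order of the cell types depended on the signal of the genes. Of the 5545 genes with the lowest mean signal, 678 were past the cutoff in ESCs and 257 in MSCs. Of the 5545 with the highest, 867 were past it in ESCs and 1099 in MSCs. With dim genes left out, 1812 genes were past the cutoff in ESCs, 2113 in MSCs and 789 in cancer cells.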

Using a cut-off value of 1.7-fold change, a combined total of 7808 genes were found to be differentially expressed genes (DEGs). Of these genes, 3129 DEGs were specific for 3D- vs. 2D-cultured ESCs (Figure 2A), and analyses of these DEGs using Metascape revealed highly significant enrichment of lineage differentiation pathways, e.g., neural fold formation, morphogenesis of epithelial fold, germ, and fat cell differentiation (Figure 2B). 

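In ESCs, genes of naive pluripotency were lower in 3D and epithelial markers higher, and markers of the germ layers and of germ cells, as groups, stood within the range of random lists. Of 19 genes of naive pluripotency, 15 were lower in 3D, with a median of -0.51 at percentile 0.14. Klf4 differed by -1.04, Klf5 by -0.95, and Lin28a and Sall4 each by -0.85, while Sox2 differed by -0.32, Nanog by -0.14 and Pou5f1 by 0.27. Dnmt3b, a de novo DNA methyltransferase of the formative state, differed by -2.22. Of the 10 bright genes with the largest positive difference, Smc1b (3.30), which encodes a cohesin subunit of meiosis, Ddx4 (2.82), an RNA helicase of germ cells, Stk31 (2.72) and Slc25a31 (2.43) are known from the germ line, a grouping made after their values were seen. The signaling factor Bmp4 (-3.39) and the transcription factor Sall1 (-3.05) were among the 10 with the largest negative difference.
Markers of mesoderm ranked at percentile 43.8, of endoderm at 43.4, and of ectoderm and neural cells at 37.4. Of 8 epithelial markers, 7 were higher, 3 of them by more than 1.7-fold, with a median of 0.62 at percentile 99.9. Wnt3, at 0.83, was the 1 gene of the germ layer lists past the cutoff upward, while Tubb3 (-1.66) and Sox3 (-1.04) were past it downward. Sox17 differed by 0.45 and Gfap by 0.41, at signals of 3.71 and 3.68 in 3D, close to the median gene of that array, at 3.71. The germ cell list, with Ddx4 and Dazl (1.83) but also Kit (-1.21), ranked at percentile 76.6. The list of fat cell differentiation ranked at percentile 88.3, with Plin2, a lipid droplet protein, at 1.47. Of all genes past the cutoff in ESCs, 2508 were past it in ESCs alone. With dim genes left out, the median of naive pluripotency was -0.31, that of ectoderm and neural markers was -0.69 and that of the germ cell list was -0.61.

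**Figure D2:**
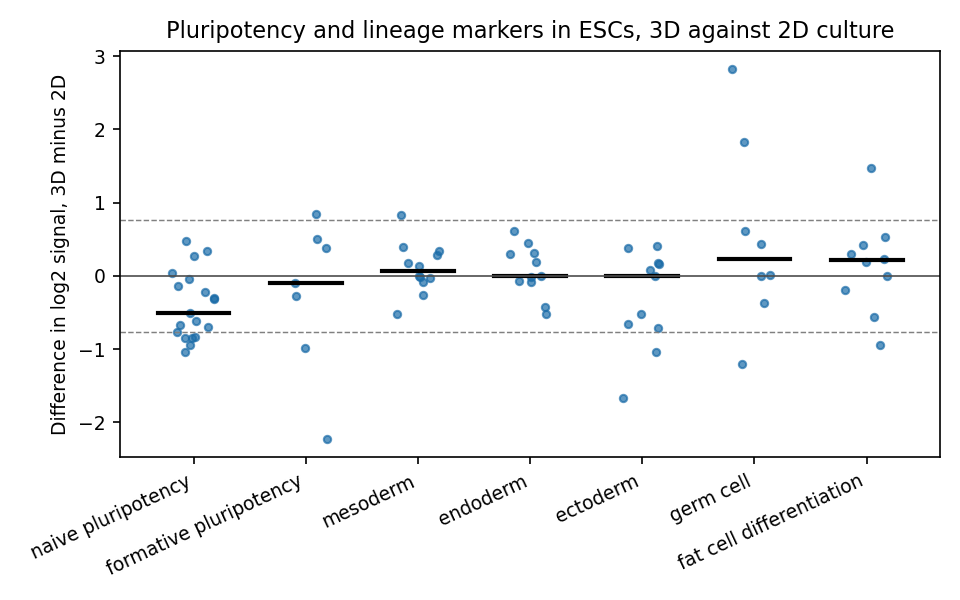
Differences in log2 signal, 3D minus 2D, of markers of pluripotency and of cell lineages (points) in ESCs, with the median of each list (bar) and the 1.7-fold cutoff (dashed lines). The median of naive pluripotency, at -0.51, lies lowest of these lists.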

Verification with qPCR analysis demonstrated decreases in expression of pluripotency factors Pou5f1/Oct4, Sox2, and Nanog and increases in expression of markers of germ layers (T-Box Transcription Factor T, Tbxt/T for mesoderm; and Sox17 for endoderm) (Figure 2C). These results indicate that in 3D conditions ESCs recapitulated developmental processes, resulting in differentiation with loss of pluripotency/stemness [34]. For MSCs, 2308 genes were differentially expressed in 3D vs. 2D conditions (Figure 2D), and analyses of these DEGs revealed significant enrichment of processes related to stem cell proliferation, extracellular matrix (ECM), immune and inflammation modulation capacities (Figure 2E). qPCR verification demonstrated significant upregulation of pluripotency genes (Pou5f1/Oct4, Sox2, and Nanog) and immunomodulatory genes (heme oxygenase 1, Hmox1; and transforming growth factor beta 1, Tgfb1) in MSCs after 3D culture (Figure 2F) as has been previously reported [35,36]. 

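In MSCs, genes of the interferon response and of fat cells were higher in 3D, while inflammatory genes and matrix genes, with members in both directions, had negative medians. All 14 measured genes of the type I interferon response were higher, 8 of them by more than 1.7-fold, with a median of 1.00 above all random lists. Ifit1 differed by 1.92 and Rtp4 by 1.78. Genes of fat cell differentiation had a median of 0.69, also above all random lists, with Fabp4, a fatty acid carrier, at 2.58 and Plin2 at 2.52. Of 24 matrix genes, 6 were lower and 4 higher by more than 1.7-fold, with a median of -0.36 at percentile 0.11. Tnc differed by -1.80 and Thbs1 by -1.79, while the basement membrane collagen Col4a1 differed by 1.46 and Fbln1 by 1.18. Of the matrix proteases, Mmp11 (3.71) and Mmp13 (3.20) were higher, and Adamts5 (-3.50) and Adamts1 (-2.29) were lower.
The 25 inflammatory genes had a median of -0.31 at percentile 0.31, with 4 higher and 3 lower by more than 1.7-fold. Of the 4 with the largest difference, the chemokines Cxcl1 (-2.30), Ccl7 (-2.12) and Ccl2 (-1.56) were lower in 3D and Ccl5 (2.42) was higher. Of 13 genes by which MSCs modulate immune cells, Hmox1 (3.10), Tgfb1 (2.09) and Hgf (0.83) were higher by more than 1.7-fold, and the list ranked at percentile 58.7. Pou5f1 differed by -0.44, Nanog by -0.21 and Sox2 by -0.05, at signals of 3.01, 2.71 and 2.47 in 3D, below the median gene of that array, at 3.60. Other large differences were those of Atp6v0d2 (5.24), a subunit of the proton pump of lysosomes, the iron exporter Slc40a1 (5.06), the cholesterol exporter Abca1 (4.06) and the pentraxin Ptx3 (-4.30). Of all genes past the cutoff in MSCs, 1986 were past it in MSCs alone. Across the cell types, the fat cell list rose by a mean of 0.37 (adjusted p = 0.019, limma's camera; adjusted p = 0.43 with an estimated correlation), and 1 gene was higher when adjusted over the list alone. This call was lost without the MSCs (mean 0.17, adjusted p = 0.18) and without the cell type as a block (adjusted p = 0.078). With dim genes left out, the mean of the fat cell list was 0.58, and the genes of immune modulation had a median of 0.59 in MSCs.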

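In cancer cells, matrix proteases were higher in 3D and matrix proteins lower, and integrins as a group stood within the range of random lists. Of 15 matrix proteases and their inhibitors, 11 were higher, with a median of 0.41 at percentile 99.99. Mmp19 differed by 1.57, Mmp10 by 1.50 and Mmp13 by 1.25, while Mmp3 differed by 0.59 and Adamts1 by -1.19. Of 24 matrix genes, 15 were lower, with a median of -0.28 at percentile 0.23. The small proteoglycans Lum (-3.08) and Dcn (-1.53) and the matrix protein Thbs1 (-1.14) were lower by more than 1.7-fold. Markers of fibroblasts, a list that shares Lum, Dcn and several collagens with the matrix genes, had a median of -0.31 at percentile 2.54. Among 18 integrins, Itga2 (1.21) and Itgb7 (1.07) were past the cutoff, both higher, and the list ranked at percentile 65.0. Pvr, a ligand of immune receptors also known as CD155, differed by 0.60. Inflammatory genes ranked at percentile 96.0, with 4 of 25 higher by more than 1.7-fold and none lower. The chemokines Cxcl1 (1.55) and Ccl7 (1.09) were higher, as were Ptgs2 (1.28) and Ptges (1.06), which encode enzymes of prostaglandin synthesis. Of all genes past the cutoff in cancer cells, 629 were past it in cancer cells alone. With dim genes left out, the median of the matrix genes was -0.15 and that of the inflammatory genes 0.24.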

For cancer cells, 889 genes were differentially expressed in 3D vs. 2D conditions (Figure 2G), and analyses of these DEGs revealed significant enrichment of processes related to ECM, integrins and inflammation (Figure 2H). qPCR verification demonstrated significant upregulation of the ECM modification enzyme matrix metalloproteinase-3 (Mmp3), the inflammation response factors prostaglandin E synthase (Ptges) and amphiregulin (Areg), and the integrin molecules (integrin alpha-2, Itga2 and poliovirus receptor/CD155, Pvr) in cancer cells after 3D spheroid formation (Figure 2I) as has been previously reported [12,13]. Collectively, DEG transcriptomic results specific for each of the three different stem cell/cell types demonstrated that 3D culture conditions can recapitulate distinct cell-specific functional outcomes.

### 3.3. Downregulation of Cholesterol Synthesis Pathway Significantly Enhanced 3D Spheroid Formation of Diverse Cell Types

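Past the 1.7-fold cutoff, 122 genes were shared by ESCs, MSCs and cancer cells, where independent lists of these sizes would share 23.3. Of these, 40 were higher in all 3 cell types, 44 were lower in all 3, and 38 had mixed directions. Independent lists would share 5.80 genes of 1 direction. Both expected counts take every gene as equally likely to pass, while the share past the cutoff varied with signal. Among those lower in all 3 cell types, the largest mean differences included those of Psat1 (-1.87), an enzyme of serine synthesis, Mthfd2 (-1.80), a mitochondrial enzyme of folate metabolism, and the fatty acid desaturase Fads2 (-1.69). Among those higher in all 3 were Cd68 (3.22), Gpr137b (2.39), which encodes a membrane protein of lysosomes, the purine enzyme Adssl1 (2.13), Arrdc3 (1.95), the noncoding RNA Lncpint (1.89), Ifi30 (1.80), a lysosomal reductase, and Bhlhe41 (1.79), a repressor of the circadian clock. The adjusted p of these genes in limma's test ranged from 0.30 to 0.45. A further 433 genes were shared by ESCs and MSCs alone, 293 by MSCs and cancer cells alone, and 198 by ESCs and cancer cells alone.
In limma's test across the 3 cell types, 2 genes fell and none rose. The histone gene H2bc9 had a mean difference of -2.38 (standard error 0.21, adjusted p = 0.040), and Fancb, a gene of the Fanconi anemia DNA repair pathway, had -2.15 (standard error 0.21, adjusted p = 0.047), each lower in all 3 cell types. On simulated data of this design, which also held 50 planted changes at each fold size, the test made 4 calls among unchanged genes. Here only 2 genes passed, so the simulation does not tell whether these are false. The 2 calls are still weak evidence, since they depend on the settings, as given below. At an unadjusted p under 0.05, limma gave 805 genes higher and 862 lower. An unpaired form of the test that the paper's methods name for comparisons of 2 conditions gave 253 higher and 270 lower at that level and none after adjustment. Both genes are dimmer than the median gene, and neither passed without the MSCs, with the values quantile normalized again, without the trend or without the cell type as a block. Without the ESCs, 5 genes rose and 2 fell, and without the cancer cells, 4 rose and 3 fell.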

To find uniformly modulated pathways involved in 2D culture to 3D spheroid formation in these three diverse cell types, we looked for similarly modulated pathways within the DEGs and found 199 genes which fit these criteria (Figure 3A). 

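Genes for the enzymes that build cholesterol from acetyl-CoA were lower in 3D in ESCs, MSCs and cancer cells alike. Of 20 enzymes, 16 were measured, and in each cell type 12 of them were lower by more than 1.7-fold and none was higher by as much. The median difference was -1.10 in ESCs, -1.26 in MSCs and -0.95 in cancer cells, each below all random lists. Sqle, which encodes squalene epoxidase, differed by -1.53 in ESCs, -3.31 in MSCs and -1.79 in cancer cells. Fdps, the farnesyl diphosphate synthase, differed by -1.05, -3.26 and -2.13. Cyp51, which demethylates lanosterol, differed by -1.14, -2.73 and -1.80, and Msmo1, the methylsterol monooxygenase, by -1.27, -2.35 and -1.93. In total, 12 enzymes were lower in all 3 cell types, 9 of them by more than 1.7-fold in each. The exceptions, named after their values were seen, were Ebp, which was higher in ESCs (0.57) and in cancer cells (0.42), Mvk in ESCs (0.06), and Hsd17b7 (0.70) and Tm7sf2 (0.06) in MSCs.
Across the 3 cell types the list fell by a mean of -1.17 (adjusted p = 2.7e-19, limma's camera), and adjusted p = 0.43 with an estimated correlation. No single enzyme passed over all genes tested, and 12 were lower when adjusted over the list alone. Of the 4 enzymes with the largest mean difference, Sqle had -2.21 (standard error 0.35) and Msmo1 had -1.85 (standard error 0.27), with adjusted p of 0.34 and 0.30.

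**Figure D3:**
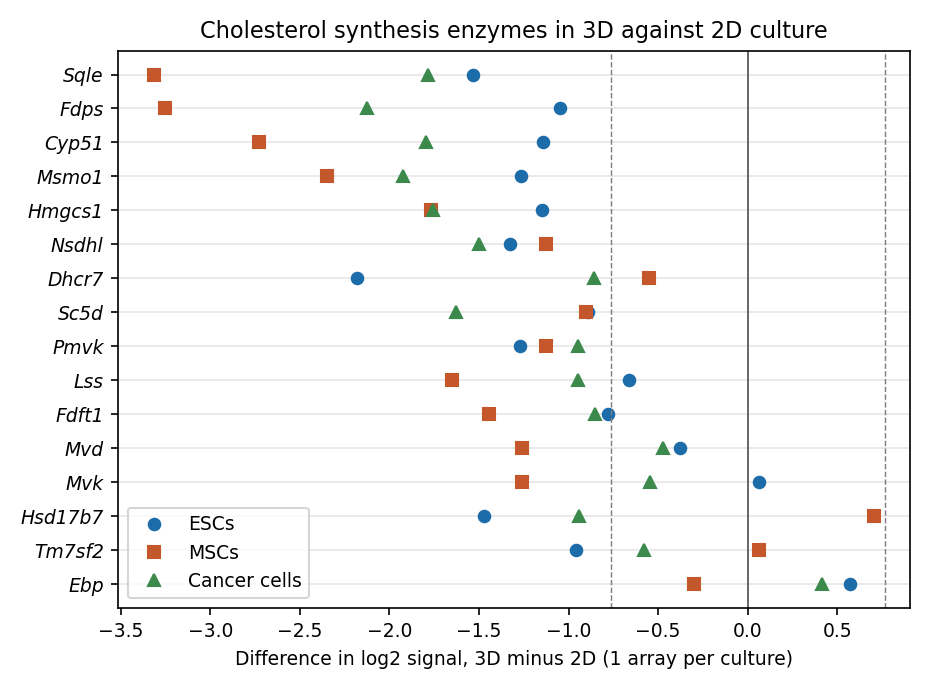
Differences in log2 signal, 3D minus 2D, of 16 cholesterol synthesis enzymes in ESCs (circles), MSCs (squares) and cancer cells (triangles), with the 1.7-fold cutoff as dashed lines. In each cell type 12 enzymes lie left of the lower cutoff.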

Further analyses using either Metascape or GSEA surprisingly revealed negative enrichment for the cholesterol synthesis pathway in all three cell types after 3D spheroid formation (Figure 3B,C). IPA further demonstrated in all three cell types after 3D spheroid formation, gene-networks associated with cholesterol synthesis were consistently the most downregulated (Figure 3D and Figure S2). 

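Beyond the enzymes of cholesterol synthesis, genes of fatty acid synthesis were also lower in 3D, while genes of sterol uptake and sensing went both ways, with a negative median in cancer cells. Of the network genes in Figure 3D, Lss, the lanosterol synthase, differed by -0.66 in ESCs, -1.65 in MSCs and -0.95 in cancer cells. Hmgb1 differed by -0.21, -0.43 and -0.48, and Elovl7, a fatty acid elongase, by 0.34, 1.28 and 0.45. Of 15 genes of fatty acid synthesis, 13 were measured, and 11 were lower in ESCs, 10 in MSCs and 12 in cancer cells. The list ranked at percentile 0.05 in ESCs, below all random lists in cancer cells, and at 7.66 in MSCs, inside the central 95% of random lists. Fads2 differed by -1.48, -1.44 and -2.15 in these cell types, and Fasn, the fatty acid synthase, by -1.83, -0.95 and -0.74. The list fell by a mean of -0.64 (adjusted p = 4.1e-07, limma's camera; adjusted p = 0.43 with an estimated correlation), and 5 genes were lower when adjusted over the list alone.
Of 8 measured genes of sterol uptake and sensing, 3 were lower and 3 higher in all 3 cell types. The list ranked at percentile 40.7 in ESCs, 80.5 in MSCs and 1.04 in cancer cells, where its median was -0.39, with 3 genes lower and none higher by more than 1.7-fold. Insig1, which holds back the processing of SREBP, differed by -1.17 in ESCs, -0.53 in MSCs and -0.69 in cancer cells, and the sterol carrier Stard4 by -0.21, -1.79 and -1.03. Npc1, which moves cholesterol out of lysosomes, was higher, by 0.16, 1.67 and 0.46. The mean of this list was -0.17 (adjusted p = 0.53), and adjusted over the list alone, 1 gene was higher and 3 were lower. Without the MSCs the mean was -0.29, and without the cancer cells -0.07. Among the Reactome pathways, cholesterol biosynthesis fell by a mean of -0.98 over 20 genes (adjusted p = 5.1e-16; adjusted p = 0.82 with an estimated correlation). Of the 36 lists, that of cholesterol synthesis had the most negative mean, while the median over members was lower for G2/M genes (-1.20 against -1.13). The paper reports genes shared by the 3 lists of DEGs and negative enrichment of cholesterol synthesis in each cell type (Figure 3A-D). It describes the pathway as uniformly downregulated, measured some of its enzymes by qPCR, and then tested it with modulators of cholesterol.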

To verify the bioinformatics findings, we performed qPCR analysis in all three cell types cultured in 2D and 3D conditions for expression level changes in key genes encoding enzymes involved in cholesterol synthesis including 24-dehydrocholesterol reductase (Dhcr24), methylsterol monooxygenase 1 (Msmo1), and squalene epoxidase (Sqle), and found that in all three cell types after 3D culture, significant downregulation of all analyzed genes occurred (Figure 3E). To functionally validate the transcriptomic results, we performed 3D culture of these three cell types with various modulators of the cholesterol pathway including mevastatin, an inhibitor of cholesterol synthesis [37], or methyl-β-cyclodextrin (MβCD), which depletes cell membrane cholesterol when given alone [38]. In 3D culture, we found that inhibition of cholesterol synthesis with mevastatin at non-cytotoxic doses, or depletion of cholesterol using MβCD alone significantly increased spheroid formation capacity in all three murine cell types (Figure 3F; dose–response cytotoxicity information for mevastatin in Figure S3). Conversely, when cholesterol levels are increased with the use of MβCD in conjunction with exogenous cholesterol [38], significantly decreased 3D spheroid formation capacity was seen in all three murine cell types (Figure 3F). Our data therefore demonstrate that the cholesterol pathway is critical in 3D culture-mediated spheroid formation of diverse cell types.

### 3.4. Inhibition or Depletion of Cholesterol Enhances 3D Spheroid Formation across Diverse Cell Types via Myosin Contraction and F-Actin Stabilization

The cytoskeleton is modulated during alterations of cell culture dimensionality [39], and this fundamental and ubiquitous cellular component is physically linked to components of the cell membrane including cholesterol, which is an integral part of the cell membrane [40,41,42].To assess whether interactions exist between the cholesterol pathway and cytoskeletal components during 3D spheroid formation of diverse cell types, we performed IPA which suggested that the cholesterol pathway may regulate 3D spheroid formation through F-actin polymerization as evidenced by interactions through RhoA and RAC1, two critical GTPases controlling the cytoskeleton (Figure 4A). 

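Genes of the contractile actin cytoskeleton were far lower in 3D in MSCs, and targets of YAP were lower in MSCs and in cancer cells. Rac1, a GTPase of the network in Figure 4A, differed by -0.39 in ESCs, 0.16 in MSCs and -0.28 in cancer cells.
All 15 genes of the list of SRF targets and actin cytoskeleton were lower in 3D in MSCs, 11 of them by more than 1.7-fold, with a median of -1.27 below all random lists. Tagln, or transgelin, differed by -4.39, the smooth muscle actin gene Actg2 by -3.21 and the myosin light chain Myl9 by -3.08. The median was -0.17 in ESCs and -0.22 in cancer cells, at percentiles 51.4 and 4.74. All 7 targets of YAP, a coactivator that responds to cell tension, were lower in MSCs (median -1.21) and in cancer cells (median -0.58), and they had no common direction in ESCs. Ccn1 differed by -0.36 in ESCs, -2.47 in MSCs and -0.57 in cancer cells, and Ankrd1 by 1.07, -0.64 and -2.45. Across the cell types, the SRF list fell by a mean of -0.73 (adjusted p = 2.1e-05, limma's camera; adjusted p = 0.50 with an estimated correlation) and the YAP list by -0.75 (adjusted p = 0.00024; adjusted p = 0.43 with an estimated correlation), with no gene passing when adjusted over either list alone. Without the MSCs both calls were lost, with means of -0.13 (adjusted p = 0.42) and -0.36 (adjusted p = 0.067), as they were without the cell type as a block (adjusted p = 0.064 for both). Without the ESCs, the mean of the YAP list was -1.18.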

To verify the predicted interactions between the cholesterol pathway and cytoskeletal elements, we disrupted myosin contraction and F-actin polymerization in 3D-cultured cells with blebbistatin or cytochalasin D, respectively, and we found that treatment with either drug significantly reduced 3D spheroid formation capacity across all cell types (Figure 4B,C). We also found that inhibition of cholesterol synthesis or depletion of cholesterol significantly enhanced 3D spheroid formation, which could be reduced by co-treatment with blebbistatin or cytochalasin D (Figure 4B,C). Furthermore, immunofluorescent staining demonstrated that inhibition of cholesterol synthesis or depletion of cholesterol in 3D conditions can increase polymerized F-actin as visualized by phalloidin staining, while treatment with cytochalasin D resulted in loss of polymerized F-actin (Figure 4D). Our findings demonstrate that cholesterol depletion induces 3D spheroid formation across diverse cell types via myosin contraction and F-actin stabilization.

### 3.5. Inhibition or Depletion of Cholesterol Increased 3D Spheroid Formation in Diverse Cell Types and Further Enhanced Cell-Specific Functional Outcomes

To assess whether the increased 3D spheroid formation in diverse cells mediated by cholesterol inhibition has functional relevance, we performed IPA using the 2D and 3D transcriptome profiles to predict possible outcomes. IPA analysis indicated that downregulation of cholesterol synthesis promoted differentiation in ESCs (Figure 5A), higher stemness and immune modulation in MSCs (Figure 5B), and increased ECM modulation, integrin, and inflammation in cancer cells (Figure 5C). 

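Srebf2, which encodes the transcription factor that drives genes of cholesterol synthesis, was lower in 3D in each cell type, by a difference of -0.28 in ESCs, -1.51 in MSCs and -1.31 in cancer cells. Its mean difference was -1.03 (standard error 0.29, adjusted p = 0.50, limma). Of the gene network of Figure 5A, Bmp4 was lower in ESCs by more than 1.7-fold, and Cdkn1a was higher by less than that. Ccn2, a secreted growth factor, differed by 0.14, and Pdx1, at a signal of 3.30 in 3D, differed by -0.00. In MSCs, the genes of Figure 5B were Pparg, the master regulator of fat cells, which differed by 0.87, Sp1 by 0.52, Smad3 by 0.32 and Hdac3 by -0.26. In cancer cells, of the genes of Figure 5C the immediate early gene Egr1 differed by 0.88 and Nr5a2 by 0.12. Of these genes, Bmp4, Srebf2, Pparg and Egr1 were past the 1.7-fold cutoff in the cell type concerned, Srebf2 in MSCs and in cancer cells.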

Functional validation by modulating the cholesterol pathway was performed on 3D culture of all three cell types: for ESCs, cholesterol inhibition with mevastatin or MβCD dramatically upregulated all three-germ layer-associated genes including Gfap, T, and Sox17; these trends were all reversed when exogenous cholesterol was added (Figure 5D). Cholesterol inhibition during 3D culture of MSCs elevated levels of Pou5f1, as well as the immunomodulatory genes Hmox1 and Tgfb1; these trends in all genes were consistently reversed when exogenous cholesterol was added (Figure 5E). For cancer cells, cholesterol inhibition during 3D culture increased levels of ECM modification enzyme Mmp3, the integrin Itga2, and inflammation response factors Ptges and Areg; these trends in all genes were consistently reversed when exogenous cholesterol was added (Figure 5F). To better visualize overall trends in all cell types, we summarized the gene expression results as heatmaps, and the results demonstrate that inhibition of cholesterol synthesis during 3D spheroid formation of all cell types further enhanced biological function specific for each cell type (Figure 5G). Taken together, cholesterol inhibition during the formation of 3D spheroid in diverse cell types further increased functional switching specific to each cell type, and addition of cholesterol resulted in reversal of functional switching.

### 3.6. Inhibition or Depletion of Cholesterol during 3D Spheroid Formation Increased Resistance to Oxidative Stress for All Cell Types

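Antioxidant enzymes went both ways, and more of them were higher than lower in 3D in ESCs and in cancer cells. Of 26 enzymes, 23 were measured, and 14 were higher in ESCs, 10 in MSCs and 16 in cancer cells. The median difference was 0.18 in ESCs and 0.20 in cancer cells, both at percentile 99.4, and -0.04 in MSCs, at percentile 41.7. Catalase (Cat) differed by 0.47 in ESCs, 1.25 in MSCs and 0.92 in cancer cells. Gpx8, a glutathione peroxidase of the endoplasmic reticulum, differed by 1.63, 0.33 and 0.95, and the microsomal glutathione transferase Mgst1 by 0.07, 2.38 and 0.49. The superoxide dismutases were not higher as a group, since Sod1 differed by -0.10, -0.18 and 0.23 and Sod2 by -0.64, -0.48 and -0.03. Sesn1, which helps to restore peroxiredoxins, differed by -1.82 in ESCs, 0.95 in MSCs and -0.65 in cancer cells.
Across the 3 cell types the list had a mean of 0.17 and did not pass (adjusted p = 0.0998, limma's camera; adjusted p = 0.43 with an estimated correlation). No gene passed over all genes tested, and 4 were higher when adjusted over the list alone. The list passed with dim genes left out (mean 0.20, adjusted p = 0.035), with the values quantile normalized again (mean 0.18, adjusted p = 0.042) and without the MSCs (mean 0.16, adjusted p = 0.044).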

Our bioinformatics analyses of these three cell types also revealed that 2D to 3D culture uniformly enriched and upregulated pathways related to antioxidant activity (Figure 6A). Pathway analysis revealed that the key transcription factor involved as nuclear factor erythroid 2-related factor 2 (Nrf2, encode by Nfe2l2) [43], and IPA further demonstrated in all three cell types after 3D spheroid formation, gene-network with Nrf2-mediated oxidative response-associated genes were consistently increased (Figure 6B and Figure S4). 

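Genes that Nrf2 activates were higher in 3D in each cell type. Of 22 targets, 17 were measured, and 14 were higher in ESCs, 15 in MSCs and 17 in cancer cells. The median difference was 0.36 in ESCs, 1.54 in MSCs and 0.75 in cancer cells, at percentile 99.98 in ESCs and above all random lists in MSCs and cancer cells. By more than 1.7-fold, 2 were higher in ESCs, 12 in MSCs and 8 in cancer cells, and Taldo1, an enzyme of the pentose phosphate pathway named after its value was seen, was lower in ESCs (-0.80). Nqo1, a quinone reductase, differed by 1.72 in ESCs, 1.97 in MSCs and 2.70 in cancer cells. Hmox1, the heme oxygenase, differed by 0.58 in ESCs and 2.05 in cancer cells. The biliverdin reductase Blvrb differed by 0.83 in ESCs, 1.54 in MSCs and 1.36 in cancer cells, and Srxn1, the sulfiredoxin, by 0.72, 1.63 and 1.37.
Nfe2l2, which encodes Nrf2, differed by 0.20 in ESCs, 1.16 in MSCs and -0.12 in cancer cells. Of the list of Nrf2 and its regulators, Sqstm1, which frees Nrf2 from Keap1, differed by 1.13, 1.92 and 0.33, and Bach1, a repressor of Nrf2 targets, by 0.53, 1.16 and 0.33. Across the cell types the targets rose by a mean of 0.86 (adjusted p = 5.1e-16, limma's camera) and the regulators by 0.44 (adjusted p = 0.0031), and for both adjusted p = 0.43 with an estimated correlation. Adjusted over the list alone, 11 targets and 1 regulator were higher, while over all genes tested none passed, Nqo1 coming closest among the targets (mean 2.13, standard error 0.25, adjusted p = 0.11). The call of the regulators was lost without the ESCs (mean 0.36, adjusted p = 0.078).

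**Figure D4:**
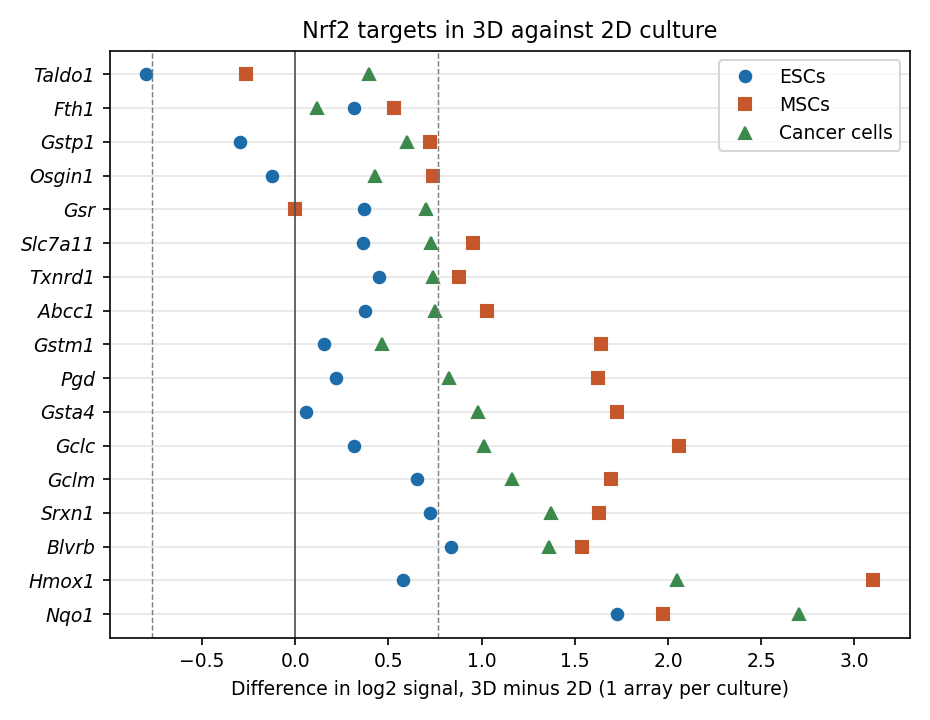
Differences in log2 signal, 3D minus 2D, of 17 Nrf2 targets in ESCs (circles), MSCs (squares) and cancer cells (triangles), with the 1.7-fold cutoff as dashed lines. All 17 targets lie right of 0 in cancer cells.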

Validation with qPCR analyses demonstrated that 3D spheroid formation in all three cell types significantly upregulated Nrf2 (Figure 6C). Interestingly, inhibition of cholesterol synthesis during 3D spheroid formation increased Nrf2 expression in all cell types, whereas addition of cholesterol consistently decreased expression levels (Figure 6D). To validate these transcriptomic findings of increased resistance to oxidative stress in 3D spheroids of diverse cell types and cholesterol inhibition, we treated all cell types to exogeneous H_2_O_2_ to generate ROS, which in standard 2D culture resulted in profound cell death (Figure 6E). Interestingly, 3D spheroid formation compared to 2D conditions conferred resistance to exogenous H_2_O_2_-mediated ROS in all cell types, with increased viability clearly apparent. Impressively, cholesterol depletion during 3D spheroid formation further increased the proportion of viable cells as well as maintained better spheroid morphology as expected in all cell types (Figure 6E). Hence, resistance to oxidative stress is enhanced with 3D spheroid formation for all cell types and can be further improved with inhibition of cholesterol synthesis.

### 3.7. Inhibition or Depletion of Cholesterol Also Enhanced 3D Spheroid Formation across Diverse Human Cell Types

To assess whether our findings are relevant for human cells, since differences exist between murine and human cells even when isolated from similar organs/tissues, we first perform bioinformatics using transcriptome files of human cells which were cultured in 2D and 3D conditions: human iPSCs (GSE116574), P-MSCs (GSE174619), and lung adenocarcinoma cell line (A549; GSE142616). GSEA demonstrated significant enrichment and downregulation of cholesterol synthesis pathways in all three human cell types after 3D culture (Figure 7A). We then performed functional validation using these human stem cell and somatic cell types and found that either inhibition of cholesterol synthesis or depletion of cholesterol can increase 3D spheroid formation in human iPSCs, P-MSCs, and lung squamous cells (Figure 7B). Similar to that seen with the three murine cell types, addition of exogenous cholesterol (MβCD + cholesterol) decreased 3D spheroid formation in all evaluated human cell types; moreover, this process was seen for breast cancer cells (Figure S5) as well as lung cancer cells. Our results therefore demonstrate that 3D spheroid formation in diverse murine and human stem cell as well as somatic cell types result in distinct biologically relevant changes, which unexpectedly can be uniformly modulated through perturbation of the cholesterol pathway (Figure 7C). Moreover, modulation of the cholesterol pathway can also further enhance 3D spheroid formation-mediated resistance to oxidative stress. These findings collectively highlight 3D culture conditions as being more physiologically relevant, as well as demonstrating the importance of the cholesterol pathway in modulation of cell-specific biological function and ROS resistance.

## 4. Discussion

Recent advances in in vitro culture technology have demonstrated that spheroid formation in 3D conditions likely provides more physiologically relevant information than classical 2D conditions [10,11,44]. We chose to use the multicellular 3D spheroid culture method because it is one that is most commonly utilized, including non-cancer cell types (i.e., ESCs and MSCs) [9,10] as well as cancer cell types. In pluripotent stem cells, 3D spheroid formation—also known as embryoid body formation—represents loss of stemness/pluripotency [8,9], while in somatic stem cells, 3D spheroid formation represents stemness and immunomodulatory function [35,36]. Three-dimensional cancer spheroids have been found to better model disease progression—i.e., ECM modification and inflammatory microenvironment—than the standard 2D culture [13,45,46]. While multiple cell types are capable of spheroid formation in 3D culture systems, surprisingly little is known about uniformed pathways involved in this process in diverse cell types. Using comprehensive microarray analyses with subsequent functional validation of 3D- vs. 2D-cultured mouse ESCs, MSCs, and cancer cells, we found that 3D spheroid formation promotes biological processes specific for each cell type. Uniformed processes found across all cell types after 3D spheroid formation include downregulation of the cell cycle [13,31,32,33], which we found as well; this could reflect the ability of 3D culture to mimic the natural quiescent state of adult stem cells and somatic cells [47]. Unexpectedly, we found that 3D spheroid formation led to downregulation of cholesterol synthesis in all cell types tested, which involved myosin contraction and cytoskeletal F-actin stabilization. Perturbations of this pathway not only enhanced 3D spheroid formation in all cell types tested but also altered the specific biological processes of each cell type and additionally further increased resistance to oxidative stress already conferred by 3D spheroid formation. These results were consistent not only across diverse cell types but across murine as well as human cells; moreover, in the human system, results were consistent between two types of lung cancer cells (adenocarcinoma and squamous cell cancer) and breast cancer cells. Our findings, therefore, not only provided new mechanistic insights into uniformed biological pathways involved in 3D formation of diverse cell types but also offer a possible method to enhance ex vivo cell viability, which can have strong translational implications, since cell therapy requires ex vivo cell expansion to achieve the high cell volumes necessary for clinical application.

The finding of downregulation of the cholesterol synthesis pathway during 3D spheroid formation of diverse murine and human cell types was unexpected and intriguing. Medications modulating this pathway such as statins are among the most commonly used agents worldwide for control of hyperlipidemia and cardiovascular disease risk. However, there have been no reports on cholesterol modulation for in vitro 3D spheroid formation. The only existing literature on in vitro use of statins is for treatment of standard 2D-cultured cancer cells, but the doses used in such studies—most commonly at 10 μM—are at least 10 times higher than circulating levels found in patients, and therefore are not clinically relevant [48]. In our study, we utilized a dose of 1 μM which was sufficient to enhance 3D spheroid formation without inducing significant cytotoxicity. In fact, in a number of large epidemiological studies and randomized controlled studies, statin use and low cholesterol levels are associated with increased cancer risk and mortality [49,50]. Given that 3D culture and spheroid formation are often used to select for cancer-initiating cells [12,13], our data in conjunction with epidemiological/clinical data may point to a role for cholesterol in cancer progression which was not uncovered in previous in vitro studies using 2D systems and high statin doses. While there are currently no reports on the influence of the cholesterol pathway on 3D spheroid formation of normal, non-cancerous stem cells, in the few reports using standard 2D culture, it does appear that perturbations of this pathway can affect the stemness/differentiation capacity of both adult stem cells as well as pluripotent stem cells [51,52,53]. Our data demonstrates the importance of the cholesterol synthesis pathway in modulating cell-specific fates as well as 3D spheroid formation capacity.

We also found that 3D spheroid formation increases cellular resistance to oxidative stress in all cell types, which can be further enhanced with inhibition of the cholesterol synthesis pathway. While few reports have directly assessed whether 3D spheroid formation increases antioxidant capacity, antioxidant treatment has been shown to improve 3D-cultured cell viability exposed to ROS stress [19,54,55]. Our bioinformation analyses and validation data suggest that upregulation of Nrf2 is involved in the increased resistance to oxidative stress of 3D spheroids as well as with cholesterol depletion. In cancer 3D spheroids, activation of the Nrf2 pathway plays a role in increasing cell survival [56], and in two studies using 2D-cultured non-cancer cells, direct addition of cholesterol led to increased cellular ROS [57] with activation of the Nrf2 pathway as a defense mechanism to prevent additional harm [58]. Moreover, in a number of rodent studies, inhibition of cholesterol synthesis with statins can enhance antioxidative capacity, partially through Nrf2 [59]. Most recently, in a rat model of high-fat diet-induced renal disease, statins were found to attenuate cholesterol-induced ROS [60]. The ability of our data utilizing bioinformatics analyses and functional validation of 3D spheroids of diverse cell types to capture such information strongly implicates the better capacity of 3D cultured cells to reflect in vivo processes as well as provide translationally relevant information.

One strength of our study is in comprehensively assessing diverse cell types—including primary stem cells and cancer cell lines—across two species. We also found 3D culture conditions, which can allow for cell therapy application requiring scale-up to achieve large cell volumes, as well as high-throughput drug testing. The profound changes in cholesterol transport, cytoskeletal elements, and cell cycle dynamics dimensionality that our study revealed in numerous types of mammalian cells strongly implicate that simplistic, reductionist information yielded by the classical 2D in vitro culture system is likely less relevant to in vivo systems. Moreover, for cancer biology, there are numerous methods of 3D culture, with each method appearing to highlight a different aspect of the complex disease process [13]. In fact, a number of recent publications demonstrate the versatility of 3D culture systems in cancer research, including introducing additional cell types and engineering techniques [61,62,63]. Importantly, we found that cholesterol modulation during 3D spheroid formation regulated the specialized biological potential of each cell type. In a very recent study, the addition of cancer-associated fibroblasts appears to secrete cholesterol which stabilized 3D cancer spheroids [64]. Our findings therefore contribute to the increasing consensus on the more physiologically relevant 3D in vitro culture systems and the potential of therapy application [45,64].

## 5. Conclusions

In summary, through bioinformatics analyses with functional validation of 2D- and 3D-cultured diverse cell types, we demonstrate the downregulation of cell cycle dynamics and cell proliferation as well as cholesterol synthesis and upregulation of antioxidant capacity are uniformed pathways involved in 3D spheroid formation of diverse cell types, including pluripotent stem cells, somatic cells, and cancer cells. Specifically, either decreased synthesis or depletion of cholesterol enhances 3D spheroid formation across diverse murine and human cell types, with involvement of myosin contraction and F-actin polymerization. Cholesterol inhibition during 3D spheroid formation further enhanced the biological potential specific for each cell type as well as antioxidant capacity. Our findings demonstrate new unified mechanisms involved in in vitro 3D spheroid formation across diverse murine and human cell types that can enhance functional outcomes as well as resistance to oxidative stress, both of which can help further translational application.

## Figures and Tables

**Figure 1:**
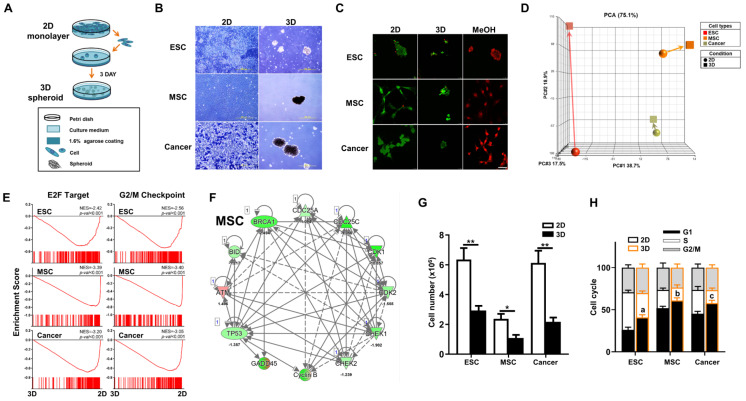
Diverse cell types including mouse embryonic stem cells (ESCs), mesenchymal stromal/stem cells (MSCs), and cancer cells all have spheroid-forming capacity in 3D in vitro culture. (**A**) Schematic diagram of 3D spheroid culture method. A total of 10^6^ cells of ESCs, MSCs, or Lewis lung cancer cells (cancer) were cultured in 3D conditions for 3 days to induce spheroid formation. Two-dimensional culture was performed according to standard practice (please see Section 2). (**B**) Morphology of ESCs, MSCs, and cancer cultured for 3 days in 3D spheroid vs. 2D conditions as visualized by phase-contrast microscopy. Scale bar, 500 µm. (**C**) Live/dead staining with Calcein acetoxymethyl ester (Calcein-AM, Green, living cells) and ethdium homodimer-1 (EthD-1, Red, dead cells) of ESCs, MSCs, and cancer cells cultured for 3 days in the 3D spheroid vs. 2D condition. Diverse cell types of the 3D condition would be treated with methanol for 30 min as dead positive control. Scale bar, 50 µm. (**D**) Principal component analysis (PCA) of transcriptome profiles of ESCs, MSCs, or cancer cells cultured in 2D or 3D conditions. (**E**) Bioinformatics analyses of transcriptomic profiles of 3D vs. 2D on the three cell types using GSEA. Significant enrichment and downregulation of cell cycle E2F (G1 phase) and G2/M gene sets in ESCs, MSCs, and cancer cells cultured in 3D vs. 2D conditions. (**F**) Ingenuity Pathway Analysis (IPA)—based pathway analysis for cell cycle related genes in transcriptomic profiles of MSCs cultured in 3D vs. 2D conditions. Upregulated genes are indicated in red and downregulated genes in green. Solid and dashed lines indicate direct and indirect interactions, respectively. Results for 3D- vs. 2D-culture ESCs and cancer cells are shown in Figure S1. (**G**) Cell numbers of ESCs, MSCs, and cancer cells cultured in 3D vs. 2D conditions. Data are presented as mean ± SEM. *, *p* < 0.05 and **, *p* < 0.01, compared with 2D condition. (**H**) Cell cycle dynamics of ESCs, MSCs, and cancer cells cultured in 3D vs. 2D conditions as analyzed by flow cytometry. Data are presented as mean ± SEM. a, *p* < 0.01, for comparison of G1 phase in 3D- vs. 2D-cultured ESCs; b, *p* < 0.05, for comparison of G1 phase in 3D- vs. 2D-cultured MSCs; and c, *p* < 0.05, for comparison of G1 phase in 3D- vs. 2D-cultured cancer cells.

**Figure 2:**
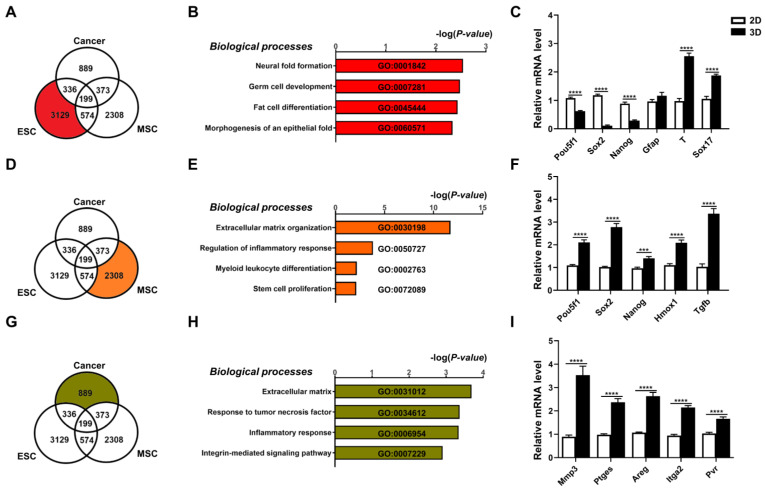
Three-dimensional spheroids of diverse cell types demonstrate distinct and biologically relevant transcriptomic changes. Transcriptome analyses of differentially expressed genes (DEGs; cutoff > 1.7-fold difference) of all three cell types cultured in 3D vs. 2D conditions visualized as a Venn diagram for (**A**) ESCs; (**B**) bar graph of the Gene Ontology (GO) terms enriched in these DEGs; (**C**) real-time PCR (qPCR) validation for gene expression levels of pluripotency genes (Pou5f1/Oct4, Sox2, Nanog) and three germ layer genes (ectoderm: glial fibrillary acidic protein, Gfap; mesoderm: T-Box Transcription Factor T, Tbxt/T; and endoderm: Sox17). For MSCs, (**D**) Venn diagram visualization of DEGs from transcriptome analyses of 3D vs. 2D conditions; (**E**) bar graph of GO terms enriched in these DEGs; and (**F**) qPCR validation for gene expression levels of pluripotency genes (Pou5f1, Sox2, Nanog), immune- and inflammation-related genes (heme oxygenase 1, Hmox1; and transforming growth factor beta 1, Tgfb1) in MSCs cultured in 3D vs. 2D conditions. For cancer cells, (**G**) Venn diagram visualization of DEGs from transcriptome analyses of 3D vs. 2D conditions; (**H**) bar graph of GO terms enriched in these DEGs; and (**I**) qPCR validation for gene expression levels of ECM modification enzyme (matrix metalloproteinase-3, Mmp3), integrin molecules (integrin alpha-2, Itga2; and poliovirus receptor/CD155, Pvr), and inflammation-response factors (prostaglandin E synthase, Ptges; and amphiregulin, Areg) in cancer cells cultured in 3D vs. 2D conditions. Gapdh, internal control. Data are presented as mean ± SEM. ***, *p* < 0.001, and ****, *p* < 0.0001, compared with 2D-cultured condition.

**Figure 3:**
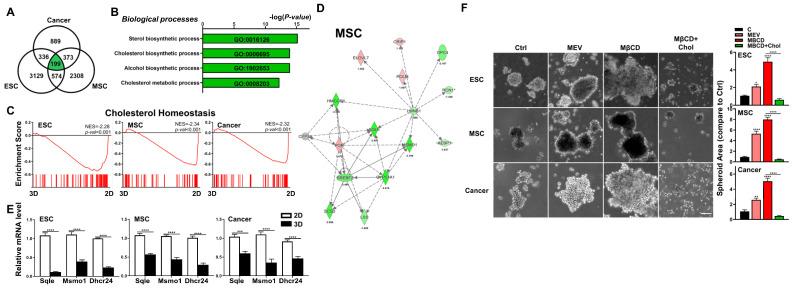
Downregulation of cholesterol synthesis pathway significantly enhanced 3D spheroid formation of diverse cell types. (**A**) Venn diagram showing overlap between DEGs (cutoff > 1.7-fold difference) in 3D vs. 2D conditions for each cell type. (**B**) GO terms enriched among DEGs of 3D vs. 2D conditions for each cell type. (**C**) Significant enrichment and downregulation of the cholesterol synthesis pathway genes via GSEA in ESCs, MSCs, and cancer cells cultured in 3D vs. 2D conditions. (**D**) IPA-based pathway analysis for the cholesterol synthesis pathway of 3D- vs. 2D-cultured MSCs. Upregulated genes are indicated in red and downregulated genes in green. Solid and dashed lines indicate direct and indirect interactions, respectively. Genes in gray are generated based on IPA and not from transcriptome data. Results and individual gene expression levels for 3D- vs. 2D-cultured ESCs and cancer cells are shown in Figure S2. (**E**) qPCR analysis for expression levels of cholesterol synthesis enzymes 24-dehydrocholesterol reductase (Dhcr24), methylsterol monooxygenase 1 (Msmo1), and squalene epoxidase (Sqle) in ESCs, MSCs, and cancer cells cultured in 2D and 3D conditions; Gapdh, internal control. Data are presented as mean ± SEM. ***, *p* < 0.001, and ****, *p* < 0.0001, compared with 2D cultured conditions. (**F**) Phase contrast microscopy of 3D-cultured ESCs, MSCs, and cancer cells treated with the cholesterol synthesis inhibitor mevastatin (Mev; 1 μM), depletion of cholesterol by methyl-β-cyclodextrin (MβCD; 1.5 mM), or addition of cholesterol (1.5 mM MβCD + 100 μg/mL cholesterol condition). Scale bar, 100 μm. Bar figures represent quantification of area of 3D spheroids. Data are presented as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, and ****, *p* < 0.0001 compared to 3D control or between conditions as indicated by bar.

**Figure 4:**
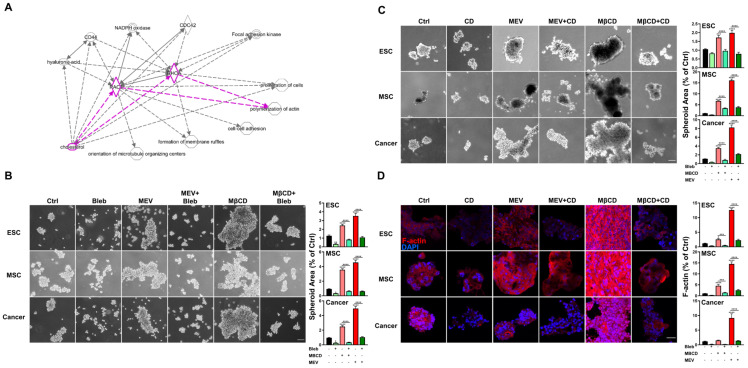
Inhibition or depletion of cholesterol enhances 3D spheroid formation across diverse cell types via myosin contraction and F-Actin stabilization. (**A**) IPA-predicted analysis for cholesterol-associated cytoskeleton modification including F-actin polymerization (highlighted). Solid and dashed lines indicate direct and indirect interactions, respectively. (**B**) Phase contrast microscopy of spheroid formation using ESCs, MSCs, and cancer cells in 3D conditions with or without Mev (1 μM), MβCD (1.5 mM), and blebbistatin (Bleb; 1 μM), an inhibitor of myosin contraction; scale bar, 100 μm. Bar figures represent quantification of area of 3D spheroids. (**C**) Phase contrast microscopy of spheroid formation using ESCs, MSCs, and cancer cells in 3D conditions with or without cholesterol depletion (1 μM Mev, 1.5 mM MβCD), and F-actin disruption (Cytochalasin D, CD, 1 μM). Scale bar, 100 µm. Bar figures represent quantification of area of 3D spheroids. (**D**) Immunofluorescence staining of polymerized F-actin (red fluorescence, rhodamine phalloidin) in spheroids formed by ESCs, MSCs, and cancer cells cultured in 3D conditions with or without Mev (1 μM), MβCD (1.5 mM), and CD (1 μM); Cell nuclei visualized with 4′,6-diamidino-2-phenylindole (DAPI) staining; scale bar, 20 µm. Bar figures represent quantification of F-actin intensity. For statistics, above data are presented as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001, and ****, *p* < 0.0001, compared to 3D control or between conditions as indicated by bar.

**Figure 5:**
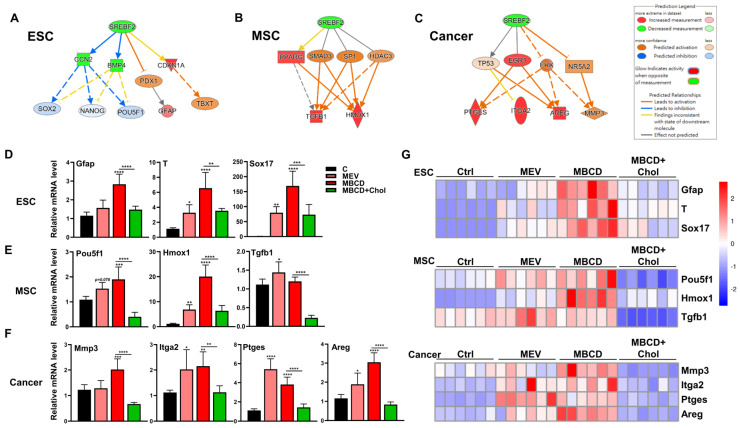
Inhibition or depletion of cholesterol increased 3D spheroid formation in diverse cell types and further enhanced cell-specific functional outcomes. IPA-based analysis for the regulation of sterol regulatory element binding transcription factor 2 (SREBF2) of 3D vs. 2D transcriptome profiles of (**A**) ESCs, (**B**) MSCs, and (**C**) cancer cells. (**D**) qPCR analysis for three germ layer genes (ectoderm: Gfap; Mesoderm: Tbxt/T; and Endoderm: Sox17) on ESCs cultured in 3D conditions with Mev (1 μM), MβCD (1.5 mM), or 1.5 mM MβCD + 100 μg/mL cholesterol treatment. (**E**) qPCR analysis for gene expression levels of pluripotency genes (Pou5f1) and immunomodulatory genes (Hmox1 and Tgfb1) in MSCs cultured in 3D conditions with Mev (1 μM), MβCD (1.5 mM), or 1.5 mM MβCD + 100 μg/mL cholesterol treatment. (**F**) qPCR analysis for gene expression levels of ECM modification enzyme (Mmp3), integrin molecule (Itga2), and inflammatory response factors (Ptges and Areg) in cancer cells cultured in 3D conditions with Mev (1 μM), MβCD (1.5 mM), or 1.5 mM MβCD + 100 μg/mL cholesterol treatment. Gapdh, internal control. qPCR data are presented as mean ± SEM. For statistics, above data are presented as mean ± SEM. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001, and ****, *p* < 0.0001, compared to 3D control or between conditions as indicated by bar. (**G**) Heatmaps showing normalized expression levels of genes relevant to ESCs (**D**), MSCs (**E**), and cancer (**F**), illustrating the specific biological trends of each cell type following cholesterol modification during the process of spheroid formation.

**Figure 6:**
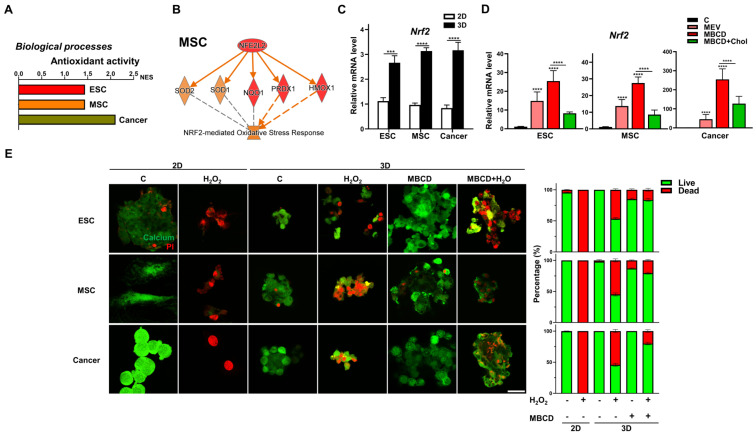
Inhibition or depletion of cholesterol during 3D spheroid formation increased resistance to oxidative stress for all cell types. (**A**) Significant enrichment and upregulation of the antioxidant activity gene sets via GSEA in ESCs, MSCs, and cancer cells cultured in 3D vs. 2D conditions. (**B**) IPA-based pathway analysis for the nuclear factor erythroid 2-related factor 2 (Nrf2; gene symbol Nfe2l2)-mediated antioxidant response of 3D- vs. 2D-cultured MSCs. Upregulated genes are indicated in red and downregulated genes in green. Solid and dashed lines indicate direct and indirect interactions, respectively. Results and individual gene expression levels for 3D- vs. 2D-cultured ESCs and cancer cells are shown in Figure S4. (**C**) qPCR analysis for expression levels of Nrf2 in ESCs, MSCs, and cancer cells cultured in 2D and 3D conditions; Gapdh, internal control. Data are presented as mean ± SEM. ***, *p* < 0.001, and ****, *p* < 0.0001, compared with 2D cultured conditions. (**D**) qPCR analysis for expression levels of Nrf2 in ESCs, MSCs, and cancer cells cultured in 3D conditions with Mev (1 μM), MβCD (1.5 mM), or 1.5 mM MβCD + 100 μg/mL cholesterol treatment; Gapdh, internal control. Data are presented as mean ± SEM. ****, *p* < 0.0001, compared to 3D control or between conditions as indicated by bar. (**E**) Live (green signal)/dead (red signal) staining of 2D-and 3D-cultured cells with or without hydrogen peroxide (H_2_O_2_; 500 nM for 2 h) and/or MβCD (1.5 mM) treatment. Scale bar, 25 μm. Bar figures represent quantification of the live and dead cell percentage in each condition.

**Figure 7:**
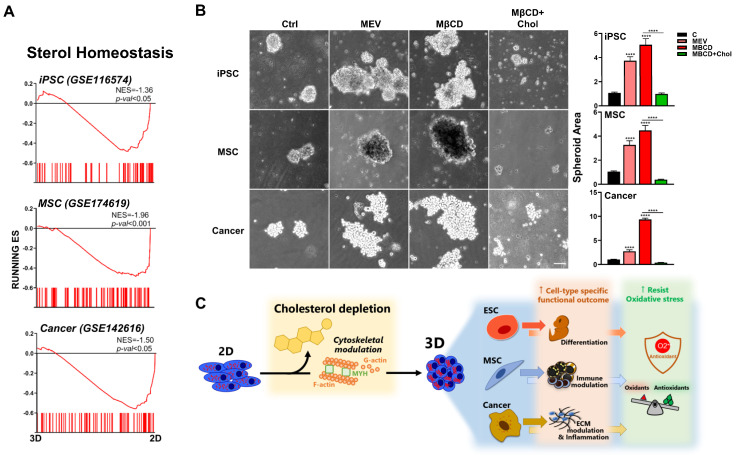
Inhibition or depletion of cholesterol also enhances 3D spheroid formation across diverse human cell types. (**A**) Bioinformatics analyses of public databases from each human cell type (GSE116574 for iPSCs, GSE174619 for MSCs, and GSE142616 for A549 lung adenocarcinoma cell line) were by GSEA. Significant enrichment and downregulation of the cholesterol synthesis pathway genes in human iPSCs, MSCs, and A549 cultured in 3D vs. 2D conditions. (**B**) Phase contrast microscopy of human iPSCs, MSCs, and SK-MES-1 lung squamous cancer cell line cultured in 3D conditions with Mev (1 μM), MβCD (1.5 mM), or 1.5 mM MβCD + 100 μg/mL cholesterol treatment. Scale bar, 100 μm. Bar figures represent quantification of area of 3D spheroids. Data are presented as mean ± SEM. ****, *p* < 0.0001, compared to 3D control or between conditions as indicated by bar (**C**). Summary diagram of results: downregulation of cholesterol synthesis pathway with cytoskeletal modulation is uniformly involved in 3D spheroid formation of diverse cell types, amplifying the specific biological potential of each cell type, as well as further enhancing 3D spheroid-conferred antioxidant ability for all cell types.

## Data Availability

The microarray data generated in this study have been deposited to NCBI GEO database and the accession number is GSE99942. The other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12162050/s1.

How the deposited data were processed for this re-analysis (not part of the article)

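RNA of mouse ESCs, of MSCs (M210B4) and of Lewis lung cancer cells, each cultured for 72 h in 2D or as 3D spheroids, was measured on 6 Affymetrix mouse Gene ST arrays, 1 per cell type and culture. The values are log2 signals per probe set, made by the authors by background correction, quantile normalization across arrays and summarization. The paper names SST-RMA and the sample labels name RMA in Affymetrix Expression Console, without a version. The values lay between -0.04 and 13.3. No counts stand behind array signals, and the number of arrays limits the precision. Probe sets without a gene (16010) and those with several genes (1814) were left out of the gene analysis, and 1082 genes with several probe sets were represented by the one with the highest mean.

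Differences are 3D minus 2D in log2 signal. Within a cell type, genes were counted past the paper's cutoff of 1.7-fold, and no test was made. Across the 3 cell types, limma 3.58.1 in R 4.3.3 fitted the culture with the cell type as a block (2 residual degrees of freedom), with moderated variances and a trend on the mean signal, and p was adjusted by the Benjamini-Hochberg method over 22180 genes. Of 37 gene lists fixed before the data were examined, 36 had measured genes. They covered sterol and fatty acid metabolism, the cell cycle, pluripotency and lineages, matrix and adhesion, inflammation, stress responses, the cytoskeleton and markers of other cell types. The median of each list in a cell type was ranked among 10000 random lists drawn within 20 bins of mean signal. Across cell types, limma's camera with a preset correlation of 0.01 was run, and again with an estimated correlation, as was fry. Reactome sets of 15 to 300 genes were tested by camera with the preset and with an estimated correlation. Principal components were computed from all probe sets scaled to unit variance.

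Genes were named by a rule set beforehand. It allowed every gene the paper names, not all of which are given, up to 4 members of a list with the largest difference (in 1 cell type, or in 1 direction in all 3), the 10 genes with the largest difference in each direction in a cell type among those brighter than the array's median, and the 10 in each direction across the cell types. Exceptions are marked in the text. The tests were tried on simulated data with the same design, in which limma called none of the genes changed 1.7-fold and all of those changed 8-fold, with 4 calls among unchanged genes. The planted changes were alike in every cell type, so these results do not hold for changes that differ between them. Of unchanged lists, camera called 1.8% at an unadjusted p under 0.05, and 8.5% lay outside the central 95% of random lists, where 5% were due, so a percentile near these limits is weak evidence. The simulated genes varied independently and the unchanged lists were random genes. In the real arrays the estimated correlation was 0.66 for G2/M genes and 0.63 for Nrf2 targets. These shares are therefore not error rates for lists whose genes vary together.

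The alternatives were the average of a gene's probe sets, leaving out genes with a mean signal below the median gene (3.71), quantile normalization again, a 2-fold cutoff, all probe sets, centred differences, limma without trend or block, an unpaired form of the test that the paper's methods name for 2 conditions, components without scaling, and leaving out each cell type in turn. Tbxt, Areg, Trp53, Ccnb1, Gadd45a, Por and Prdx1 are not analysed here. The enrichment analyses of the paper (GSEA, IPA and Metascape) and its qPCR were not recomputed.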

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

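The tests on the dim probe sets and on the spread of the ESC arrays, below, were chosen after the result was seen.

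Genes and lists that the paper does not discuss passed limma's tests across the 3 cell types. Fatty acid synthesis fell by a mean of -0.64 (adjusted p = 0.43 with an estimated correlation). Genes of the hypoxia response and glycolysis rose by a mean of 0.41 (adjusted p = 0.00023; adjusted p = 0.43 with an estimated correlation), a call lost without the cancer cells (mean 0.16, adjusted p = 0.22), and without the MSCs the mean was 0.65. Genes of the unfolded protein and ATF4 response fell by a mean of -0.33 (adjusted p = 0.018; adjusted p = 0.43 with an estimated correlation), a call lost without the MSCs (mean -0.19, adjusted p = 0.12). YAP targets fell by a mean of -0.75 (adjusted p = 0.43 with an estimated correlation), a call lost without the MSCs (adjusted p = 0.067) and without the cell type as a block (adjusted p = 0.064). The histone gene H2bc9 (-2.38) and Fancb (-2.15) fell as single genes. On simulated data that also held planted changes, the test made 4 calls among unchanged genes, which does not tell whether these 2 are false. Neither gene passed without the MSCs, after quantile normalization again, without the trend or without the block, and both are among the dim genes. The CDK inhibitors had a median of 0.43 in ESCs and -0.54 in MSCs, in opposite directions, and this difference was not tested.

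Splitting the 6 arrays in other ways into 3 and 3 gives 10 splits, too few for a share under 0.05. For the genes called across the cell types, 3 splits gave as many as the real one, with 2 calls in the real split and 75 in the highest other. That split keeps the arrays of a cell type together. With the cell type as a block, such a split rests only on the pair that it parts. Among the 4 splits that part every pair, the real one included, the highest other gave 0. For the cholesterol synthesis enzymes, 3 splits gave a mean as large, with 1.17 for the real split, 1.39 for the highest other and 0.52 for the highest that parts the pairs. These values were 0.73, 1.12 and 0.46 for S phase genes (3 splits) and 0.99, 2.17 and 0.82 for G2/M genes (3 splits). They were 0.86, 1.27 and 0.63 for Nrf2 targets (5 splits) and 0.17, 0.24 and 0.11 for antioxidant enzymes (5 splits). A split that keeps a cell type together gives the mean of the parted pair alone. Some pair always lies at least as far from 0 as the mean over the 3 pairs. Splits with a mean as large were thus bound to occur, and their counts do not test for chance.

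More genes were past 1.7-fold in ESCs than in MSCs. Among the genes with the highest mean signal the ratio of the ESC to the MSC count was 0.79, and it was 2.64 among those with the lowest, so noise of dim probe sets is a candidate explanation of the excess. A difference in the overall spread of the ESC arrays is argued against, since the ratio was 1.23 after quantile normalization again. A wider response of the ESCs in dim genes stays open as the biological explanation, and no array repeats a condition to tell it from noise.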

How the results depend on the processing

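The runs with all named probe sets, and those of the lists other than the 5 main ones, were chosen after seeing the data. No list that passed camera and no named gene past 1.7-fold changed direction, while several values near 0 did, as did the germ cell median in ESCs (-0.61 with dim genes left out). Of the main results, 72 values kept direction and side of the threshold, 27 moved, 3 became stronger and 8 weaker. Of the list medians in a cell type, 306 stayed and 18 moved, and of the single genes 3249 and 63. With dim genes left out, 1812 genes were past 1.7-fold in ESCs, fewer than in MSCs (2113), 789 in cancer cells and 3817 in any cell type. With a 2-fold cutoff the counts were 1515, 1601 and 487 in ESCs, MSCs and cancer cells, 3218 in any and 31 in all 3, since the cutoff is stricter, again with fewer in ESCs than in MSCs. Over all probe sets they were 8131, 6648, 4030, 14511 and 606, since more are counted. In limma's test 0 genes were lower with dim genes, the 2 called among them, left out, after quantile normalization again, without trend and without block, against 2 with the settings of the text. At an unadjusted p under 0.05, limma with all genes gave 1667, 805 of them higher and 862 lower. An unpaired form of the test that the paper's methods name gave 253 higher and 270 lower at an unadjusted p under 0.05 and 0 after adjustment. Leaving out 1 cell type gave 0 to 5 genes higher and 0 to 3 lower. With an estimated correlation, and with fry, the calls of cholesterol synthesis enzymes (-1.17), S phase genes (-0.73), G2/M genes (-0.99) and Nrf2 targets (0.86) were lost. For Reactome pathways across the 3 lines there were 190 calls, of which 0 held with an estimated correlation, and with 1 cell type left out there were 102 (without ESCs) to 196. The antioxidant enzymes passed with dim genes left out (0.20) and after quantile normalization again (0.18), and without 1 cell type their mean ranged from 0.13 to 0.21. The ESC shift over that of the MSCs was 1.85 without scaling, 1.61 with dim genes left out and 4.14 after quantile normalization again. Except where the construction shows it, the cause was not tested. Signals below the median gene limit what can be said of single dim genes.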

Differences from the paper's values

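Past 1.7-fold, the paper reports 199 genes shared by the 3 cell types, and 122 were found here, with 1 probe set per gene. All the alternatives set before the data were examined differ as well. Counting all named probe sets, which was chosen after the values were seen, gave 134, less than 1.5 times from the paper's count. The paper does not list its shared genes in the files held, so how many of them this setting drops is not known.

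In ESCs the paper shows Pou5f1 lower in 3D by qPCR, and its array difference was 0.27, while those of Sox2 (-0.32) and Nanog (-0.14) had the paper's direction. In MSCs the paper shows Pou5f1, Sox2 and Nanog higher by qPCR, and their array differences were -0.44, -0.05 and -0.21, while Hmox1 (3.10) and Tgfb1 (2.09) had the paper's direction. In cancer cells the paper shows Nfe2l2 higher by qPCR, and its array difference was -0.12, while ESCs (0.20) and MSCs (1.16) had the paper's direction. Figure 5A shows Ccn2 decreased in ESCs, and its array difference was 0.14, while Bmp4 (-3.39) was lower. The paper states that antioxidant pathways were upregulated in all 3 cell types. In MSCs 10 of 23 antioxidant enzymes were higher, with a median of -0.04, though 5 were higher and none lower by more than 1.7-fold, and 12 of 17 Nrf2 targets were higher by as much (median 1.54, Nqo1 at 1.97), while in ESCs (0.18) and cancer cells (0.20) the medians were positive.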

Other observations

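The tests on macrophage markers and on lysosomal genes were chosen after the result was seen, and the germ-line list was drawn up after Ddx4, Dazl, Smc1b, Stk31, Slc25a31 and Taf7l were seen, without these genes.

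In cancer cells, genes of the hypoxia response and glycolysis had a median of 0.77, above all random lists, with 9 of 18 higher by more than 1.7-fold. P4ha2, which hydroxylates collagen, differed by 2.66, Bnip3, a mitophagy gene, by 2.62 and Ndrg1 by 1.88. The median was 0.12 in ESCs (percentile 97.7), while MSCs ranked at percentile 66.2, and Vegfa, the angiogenic growth factor, differed by 1.45 in ESCs, 0.97 in MSCs and 1.40 in cancer cells. Of the ATF4 response, the serine synthesis enzyme Psat1 differed by -1.07, -2.73 and -1.82 in the same order. Epithelial markers, higher in ESCs, had a median of 0.31 in cancer cells (percentile 98.8) and of -0.14 in MSCs (percentile 21.8). The keratin Krt18 differed by 1.77 in ESCs, -0.69 in MSCs and 1.20 in cancer cells. Across the cell types the epithelial markers did not pass limma's camera (mean 0.28, adjusted p = 0.066).

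Cholesterol efflux genes had a mean of 0.15 and a median of -0.10 across the cell types (adjusted p = 0.98), and p53 targets had a mean of 0.08 (adjusted p = 0.49), with a median of 0.29 at percentile 99.8 in ESCs. Immediate early genes had a mean of 0.18 (adjusted p = 0.12) and ranked at percentile 99.7 in ESCs and 99.3 in cancer cells. Formative pluripotency ranked at percentile 25.8 in ESCs. Macrophage markers had a mean of 0.50 (adjusted p = 0.12), with 1 gene higher when adjusted over the list alone. Endothelial markers had a mean of -0.03 (adjusted p = 0.89) and trophoblast markers of 0.07 (adjusted p = 0.73). Erythroid markers were not analysed here.

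Cd68 was far higher in 3D in MSCs and in cancer cells. RNA of macrophages is argued against, since the other 7 macrophage markers had a median of -0.047 in MSCs, the highest of them at 0.24, while Cd14 differed by 1.70 in cancer cells. Genes of lysosomal hydrolases and membrane proteins had medians of 1.07 in MSCs and 0.25 in cancer cells, both at percentile 100, and of 0.04 in ESCs (percentile 97.2). Higher expression of lysosomal genes may therefore go with Cd68, with 20 of 32 past 1.7-fold in MSCs and 3 in cancer cells (unadjusted camera p = 6.4e-10 across the cell types in limma, p = 0.20 with an estimated correlation).

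Germ-line genes were among the largest ESC differences. A list of 22 further germ-line genes, 21 of them measured, had a median of 0.85 in ESCs at percentile 100, with 11 higher by more than 1.7-fold and none lower, which is consistent with a wider rise of such genes. Noise of dim probe sets alone is argued against by that median, since 95% of random lists of like signal lay between -0.13 and 0.34. Of the 21 measured genes, 19 of which are dim, 52.4% were past 1.7-fold upward, against 8.51% of the other dim genes. The germ cell list fixed beforehand, which holds Ddx4 and Dazl, stood at percentile 76.6 in ESCs, inside the range of random lists, with a median of -0.61 once dim genes were left out, so the wider rise rests on the later list. That list ranked at percentile 21.9 in MSCs and 34.8 in cancer cells, and with 1 array per condition the rise stays a hypothesis.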
